A study of Mus musculus with 12 samples.

How the data were processed

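Bulk RNA sequencing was done on muscle stem cells of mouse hind limb muscle, sorted by flow cytometry from wild-type mice and from mice with a knockout of Sestrin1 and Sestrin2. Cells were taken before injury, here called day 0, and 7 and 21 days after injury. There are 2 libraries per genotype and day, 12 in 6 groups. Per the labels, the mice were 2 to 3 months old, cDNA was made with the SMART-Seq v4 protocol, libraries with the Nextera XT kit, and reads were single-end and 76 bases long. The labels name no kind of injury, no batch, no sex and no time of collection.

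The authors deposited one table of estimated counts per gene, not normalised, with 30154 genes and 1 column per library. Per the file headers its genes carry Ensembl mouse identifiers and symbols, of which 3 symbols were missing and 96 occurred more than once. The authors deposited a second table of the same genes in TPM, which sums per library to between 0.874 and 0.883 of the full scale of TPM. Another deposited table of 21782 genes holds regularised log values on the log2 scale, which the authors corrected for a batch that neither the labels nor the table names. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or headers. For gene positions and sequences GENCODE release M21 on GRCm38 was used, in which 29729 of the 30154 identifiers and 15778 of the 15890 tested ones were found.

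Estimated counts were rounded to whole numbers. Genes with too few counts were removed with the filterByExpr function of edgeR 4.0.16, given the 6 groups, which left 15890 genes. Libraries were scaled with the trimmed mean of M-values (TMM), whose factors lay between 0.915 and 1.09. CPM are counts relative to the scaled library sizes, and log2 CPM adds a prior count of 2. One mean per genotype and day was fitted to all 12 libraries with the robust quasi-likelihood method of edgeR, with a prior count of 0.125 and 6 residual degrees of freedom in the design. Quasi-likelihood F tests compared the genotypes on each day and averaged over the days, each day after injury with day 0 in each genotype, and the change after injury between genotypes, which is the interaction. The p-values of each comparison were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene is called where the adjusted p-value is under 0.05. The standard error of a log2 fold change is the fold change over the square root of the F statistic. Analyses ran in R 4.3.3, with figures drawn in matplotlib 3.10.9 under Python 3.11.15.

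Before the data were examined, the comparisons, their tests, the alternatives below unless said otherwise, the rule for naming genes and 25 lists of genes were fixed. The rule took, in each genotype comparison, the 5 rising and the 5 falling genes with the smallest adjusted p-value among those called with an absolute log2 fold change of at least 1 and with no overlap between the libraries of the genotypes. In each injury comparison it took 3 each way by the same criteria, and in each interaction the 3 each way with the smallest adjusted p-value. Unnamed gene models were passed over. Sesn1, Sesn2 and Sesn3 were added, as were at most 3 called genes per list of a cell state or pathway. The text gives part of the genes so chosen, and some of them are not reported here. Lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01 where at least 5 genes were tested, which 24 lists met, in 6 comparisons, with adjustment over all 144 pairs of list and comparison. Correlations of fold changes are across genes, and genes are not independent replicates. Principal components used the 500 genes with the most variable log2 CPM. Near copies of transcripts were sought with BLAST 2.17.0 among GENCODE transcripts, at 90% identity or more over 80% of the length or more.

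The alternatives were the Wald test of DESeq2 1.42.0, median-of-ratios size factors in the edgeR fit, no filter on low counts, at least 10 counts in every library, an offset for gene length from the ratio of estimated counts to TPM, the replicate number as a block, a fit on the libraries of 1 comparison alone, limma on log2 TPM with a pseudocount of 1 or 0.1 and TPM of at least 1 in 2 libraries or with no filter, limma on the batch-corrected log2 values, an absolute log2 fold change of at least 1, fry and an estimated correlation in place of the preset one for lists, and leaving out each library in turn. An offset for GC content and length with a smoother span of 0.3, a fit on the day 0 and day 7 libraries alone for day 0 and day 7, and fits on the libraries of 1 comparison alone for Sesn1, Sesn2 and Sesn3 were added after seeing the data.

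The edgeR, DESeq2 and limma tests, camera, fry and the offset for GC content were tested on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed by 2 on the log2 scale. The changed genes were taken from the more abundant ones. Apart from the planted changes, each gene had the same mean and spread in all 6 groups. The injury response and the unequal spread of the real groups were thus not simulated, and rates in the real data may differ. Among 15736 genes the edgeR fit recovered 188 of the 200 at day 0, where 13 of its 201 calls were unchanged genes (6.47%), and 190 at day 7, where 24 of 214 were (11.2%, above the 5% aimed for). Averaged over days it recovered 196 with 9 unchanged genes called, and in the day 21 interaction 168 with 8. It called 0 genes in the day 21 genotype comparison, in wild-type injury at day 7 and in the day 7 interaction, where none had been changed. At day 0 DESeq2 recovered 195 with 44 unchanged genes called and limma 189 with 23. At day 21, where none had been changed, DESeq2 called 7.

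Total estimated counts per library lay between 28396780 and 38950514. Wilson 95% intervals are given with shares of counts in single libraries. They cover counting error only, since reads were amplified without molecular identifiers. Values at or under 3 counts in a library are treated as the floor of detection, and a fold change against a group at the floor is given as a lower bound. Genes with near-identical copies, which include the ribosomal protein genes, are uncertain because the counting may split their reads. All libraries were used in every fit except where an alternative leaves some out. At day 21 the knocked-out genes do not follow the labels, so those libraries are named by their label and none was moved, renamed or removed.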

Results

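RNA was sequenced from muscle stem cells of adult mice, which are the cells that rebuild muscle fibres after injury. The cells were sorted from the tibialis anterior, gastrocnemius and quadriceps muscles. The comparisons address what the loss of Sestrin1 and Sestrin2, proteins induced by stress, changes in these cells at rest and during repair. Each of the 6 groups, wild type and knockout at days 0, 7 and 21, had 2 libraries, so every group value below has n = 2.

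Total estimated counts were 31568880 and 37404932 in the wild-type libraries of day 0, and 33646852 and 28396780 in the knockout libraries. At day 7 they were 38950514 and 35482391 in wild type and 38316894 and 29038114 in knockout. At day 21 they were 37020003 and 34052346 in the libraries labelled wild type and 29466926 and 33750254 in those labelled knockout. Between 17292 and 18142 genes had counts in a library, and the 10 most abundant genes took between 7.97% and 11.5% of the counts. After the filter on low counts 15890 genes were tested.

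The first principal component of log2 CPM held 47.7% of the variance and placed the day 7 libraries apart from those of day 0, with day 21 between them. The second held 17.3% and separated the genotypes at day 0, where knockout libraries lay at 30.6 and 36.4 and wild-type libraries at -38.2 and -37.2. Across genes, the Pearson correlation of log2 CPM between the 2 libraries of a group was 0.984 in wild type and 0.983 in knockout at day 0, and 0.979 and 0.973 at day 7. At day 21 it was 0.966 in the libraries labelled wild type and 0.974 in those labelled knockout. Between genotypes it was 0.937 to 0.944 at day 0, below both values within groups, 0.968 to 0.973 at day 7, and 0.968 to 0.974 at day 21, above the value of the libraries labelled wild type and on either side of that of the libraries labelled knockout. The highest correlation at day 21, 0.97405, joined replicate 1 labelled knockout with replicate 1 labelled wild type. It was close to the 0.97369 between the libraries labelled knockout. Between both replicate 2 libraries it was 0.96752, so the correlations do not group by replicate number.

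**Figure D1:**
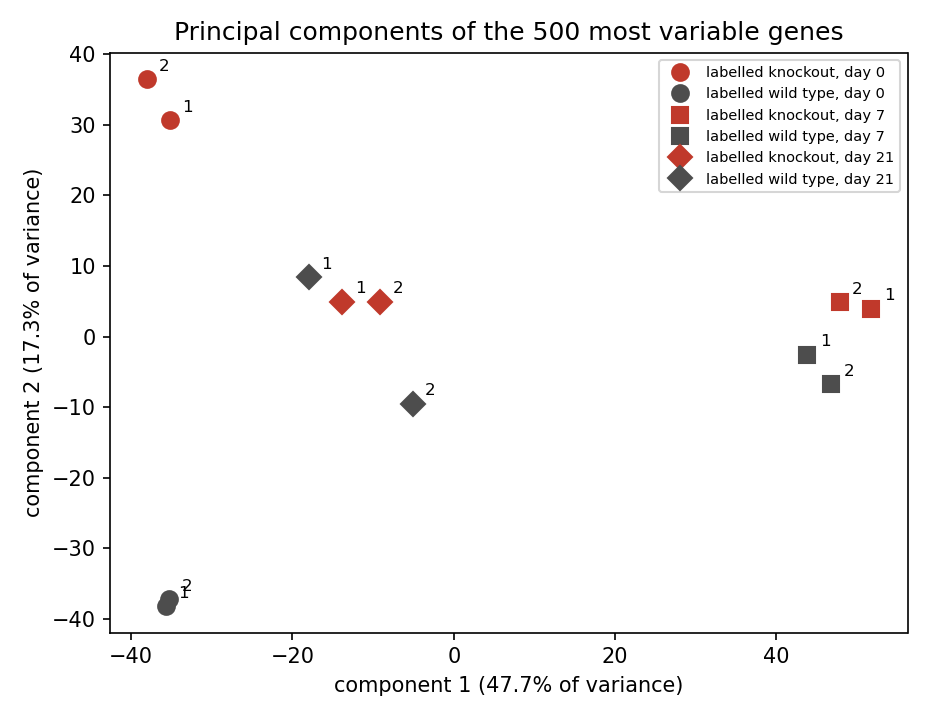
First and second principal components (arbitrary units) of log2 CPM of the 500 most variable genes, 1 point per library with its replicate number. Colour gives the genotype label and shape the day: a circle for day 0, a square for day 7 and a diamond for day 21. The first component holds 47.7% of the variance and orders the days, and the second, with 17.3%, separates the genotypes at day 0.

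The knocked-out genes were examined first, since they check the labels. Sesn2 (ENSMUSG00000028893, GRCm38 chromosome 4, 132492032 to 132510501, minus strand, protein coding) was at 79.7 ± 6.57 CPM (SD, n = 2) in wild type and 6.25 ± 1.10 CPM in knockout at day 0. At day 7 it was at 46.1 ± 1.81 CPM in wild type and 2.14 ± 0.311 CPM in knockout. At day 21 Sesn2 went against the labels of 2 libraries. It was at 9.86 CPM in replicate 1 and 108 CPM in replicate 2 of the libraries labelled knockout, from 267 and 3436 counts. In the libraries labelled wild type it was at 8.92 CPM in replicate 1 and 82.1 CPM in replicate 2, from 302 and 2839 counts. The replicate 2 library labelled knockout was thus the highest of all 12 libraries, and the replicate 1 library labelled wild type was in the range of knockout libraries. Every statement below about day 21, and about the average over days, rests on libraries whose labels Sesn2 contradicts.

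Sesn1 (ENSMUSG00000038332, GRCm38 chromosome 10, 41809935 to 41908424, plus strand, protein coding) was at 69.5 ± 1.23 CPM in wild type and 45.9 ± 0.132 CPM in knockout at day 0, and at 75.9 ± 11.4 and 25.4 ± 4.21 CPM at day 7. At day 21 it was at 41.7 and 67.2 CPM in replicates 1 and 2 labelled knockout and at 43.7 and 78.3 CPM in replicates 1 and 2 labelled wild type. Transcript thus remained from both genes in the knockout libraries. Sesn3 (ENSMUSG00000032009), which was not targeted, was at 2.13 ± 0.272 CPM in wild type and 1.95 ± 0.523 CPM in knockout at day 0 and at 5.40 ± 0.651 and 7.79 ± 0.640 CPM at day 7.

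**Figure D2:**
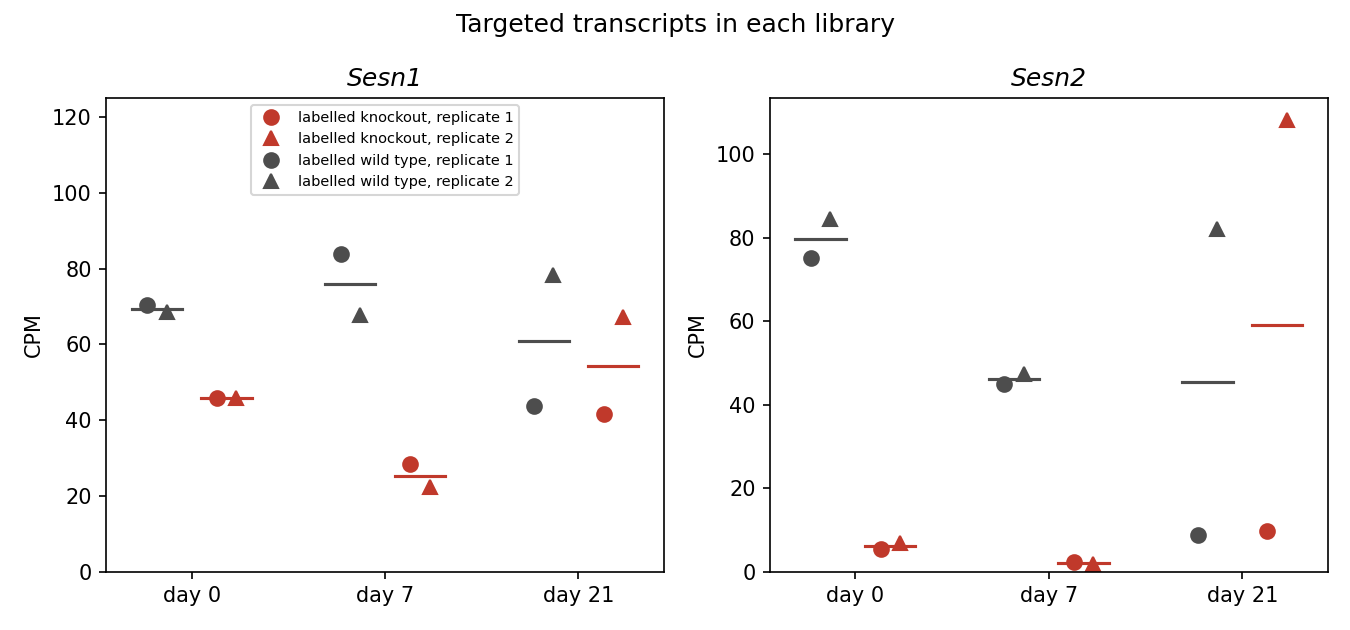
Sesn1 and Sesn2 in CPM in each library, by genotype label and day, on a linear axis from 0; a dot is replicate 1, a triangle replicate 2 and a bar the group mean of 2 libraries. At day 21 Sesn2 is at 9.86 and 108 CPM in the libraries labelled knockout and at 8.92 and 82.1 CPM in those labelled wild type.

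In the edgeR fit of all 12 libraries the spread at day 21 enters the error of every day for these genes. Sesn2 fell by 3.68 on the log2 scale at day 0 (SE 1.22, edgeR adjusted p 0.0580) and fell by 4.42 at day 7 (SE 1.31, edgeR adjusted p 0.170), neither past 0.05, although the genotypes did not overlap on either day. Fitted on the day 0 and day 7 libraries alone, an alternative added after seeing the data, the changes were -3.70 and -4.42 and the edgeR adjusted p was 6.35e-06 at day 0 and 6.19e-06 at day 7. Over all alternatives the adjusted p of Sesn2 ranged from 2.94e-06 to 0.1304 at day 0 and from 6.19e-06 to 0.334 at day 7, both highest with no filter on low counts. Without any 1 of the day 21 libraries, that of day 0 was between 0.0219 and 0.0287 (edgeR). Sesn1 fell by 0.60 at day 0 (SE 0.281, edgeR adjusted p 0.144) and by 1.58 at day 7 (SE 0.287, edgeR adjusted p 0.0301). Without any 1 of the day 0 libraries the edgeR adjusted p of Sesn1 at day 7 was between 0.0593 and 0.0646. At day 21, by label, Sesn2 changed by 0.38 (SE 1.07, edgeR adjusted p 0.916) and Sesn1 by -0.16 (SE 0.280, edgeR adjusted p 0.842). Sesn3 changed by -0.13 at day 0 and 0.53 at day 7, with edgeR adjusted p of 0.796 and 0.463.

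At day 0, which asks what the knockout changes in resting cells, 4356 of the 15890 genes were called, 2350 higher and 2006 lower in knockout. Of these 1495 had a fitted change of at least 2-fold, 307 of them with 1 genotype at or under 3 counts in both libraries. The libraries of the genotypes did not overlap in 75.1% of genes, where chance gives 33.3%. Over the alternatives the count ranged from those 1495, when a fold change was required, to 7317 in a fit of the 4 day 0 libraries alone. Nr1d1, a transcript of the circadian clock, had the smallest adjusted p: it fell by 2.99 on the log2 scale (SE 0.123, edgeR adjusted p 3.56e-06), from 339 ± 8.20 to 42.6 ± 0.947 CPM. The others that fell, in order of adjusted p, were Slc38a1 by 2.19, Ccl2 by 1.75, Ccl7 by 2.11 and Enpp2 by 1.47, with edgeR adjusted p from 0.000116 to 0.000138. Ccl2 went from 49.9 ± 2.61 to 14.8 ± 2.08 CPM. The genes that rose were Adamtsl1 by 1.55, Susd2 by 1.31, Trim2 by 1.23, Cpt1a by 1.41 and Abca8a by 1.16, with edgeR adjusted p from 0.000116 to 0.000151. Cpt1a went from 64.9 ± 3.58 to 172 ± 4.62 CPM.

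Among genes of the lists, Chrdl2 fell by 1.08, Myf5 by 0.94 and Cd34 by 0.89 at day 0, with edgeR adjusted p of 0.000261, 0.00234 and 0.00256. In the cell cycle list Rrm2, Tk1 and Nusap1 changed by -1.69, -1.80 and -2.25, with edgeR adjusted p from 0.000261 to 0.000328. Slc7a3 was at the floor in both wild-type libraries and at 0.543 ± 0.0914 CPM in knockout, at least 6.29-fold higher. Of the 496 tested genes of the state and pathway lists, 222 were called at day 0, and 234 when adjusted over the list alone.

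At day 7, during repair, 280 genes were called, 172 higher and 108 lower in knockout, and 2268 had an unadjusted p-value under 0.05. The genotypes did not overlap in 47.4% of genes, where chance gives 33.3%. This count moved more than that of day 0 when a library of another day was left out. No count was made without a day 7 library. It was 117 in the fits without either wild-type day 0 library and 619 without replicate 2 labelled wild type at day 21, and 1169 in the fit of the day 0 and day 7 libraries alone. Chrdl2 fell most clearly, by 1.85 (SE 0.107, edgeR adjusted p 0.000103), from 29.3 ± 2.53 to 8.14 ± 0.383 CPM. Akr1c14 fell by 2.98 and Myh14 by 2.80, each with edgeR adjusted p 0.00104, and Fbxw17 by 1.24 and Slc2a12 by 1.33, each with edgeR adjusted p 0.00160. Rasd1 rose by 1.69 (SE 0.141, edgeR adjusted p 0.00104), from 76.3 ± 12.16 to 246 ± 9.91 CPM. Spp1 rose by 1.11, Susd5 by 1.00, Mmp3 by 1.87 and Mmp10 by 6.25, each with edgeR adjusted p 0.00217. Mmp10 was at 0.460 ± 0.00780 CPM in wild type and 35.4 ± 11.4 CPM in knockout at day 7. Mmp3 was at 40.1 ± 4.27 and 147 ± 49.4 CPM. Of the list genes 17 were called, and 27 when adjusted over the list alone.

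At day 21, 2 genes were called between the libraries labelled knockout and wild type, while 2259 had an unadjusted p-value under 0.05. Vdac1 was higher by 1.88 (SE 0.213, edgeR adjusted p 0.0397), at 38.01 ± 11.5 CPM in the libraries labelled wild type and 140 ± 18.1 CPM in those labelled knockout. Rbbp4 was lower by 1.19 (SE 0.128, edgeR adjusted p 0.0397), at 354 ± 2.80 and 155 ± 27.1 CPM. The genotypes as labelled did not overlap in 38% of genes, where chance gives 33.3%. DESeq2 called 470 genes and a fit of the 4 day 21 libraries alone called 0, with 901 at an unadjusted p-value under 0.05. Of the list genes 0 were called, with 149 at an unadjusted p-value under 0.05, and 4 when adjusted over the list alone.

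Averaged over the days, by label, 2843 genes were called, 1562 higher and 1281 lower in knockout. In 6.63% of genes the genotypes did not overlap on any day and differed in 1 direction, where chance gives 0.926%. Chrdl2 fell by 1.12 (SE 0.0585, edgeR adjusted p 3.87e-05). Cdca2, Pof1b and Cdca5 changed by -1.35, -1.67 and -2.13, with edgeR adjusted p from 0.00120 to 0.00161. Ppp6r1 rose by 1.15, Tg by 1.44, Rims3 by 3.30 and Nrap by 1.46, with edgeR adjusted p from 0.000451 to 0.00387. Rims3 was at the floor in wild type and Cdca5 in knockout at day 0, so their fitted changes depend on the prior count. Sesn1 fell by 0.78 (edgeR adjusted p 0.0119) and Sesn2 fell by 2.57 (edgeR adjusted p 0.0373). Of the list genes 164 were called, and 197 when adjusted over the list alone.

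**Figure D3:**
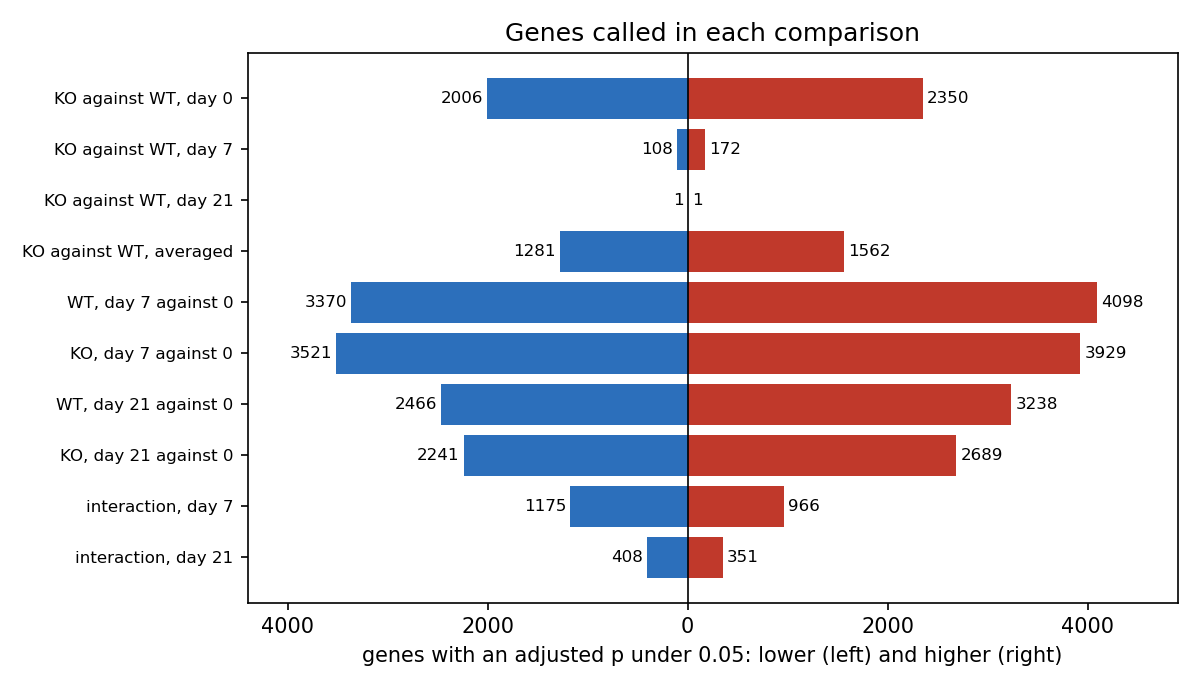
Number of genes called (edgeR, adjusted p-value under 0.05 among 15890 genes) higher and lower in each comparison, with 2 libraries per group. The genotype comparison gives 4356 calls at day 0, 280 at day 7 and 2 at day 21 by label.

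The genotype differences were compared between days across genes, which are not independent replicates. The Pearson correlation of log2 fold changes was 0.0730 between days 0 and 7 (Spearman 0.0569), 0.127 between days 0 and 21 by label (Spearman 0.250) and 0.0327 between days 7 and 21 by label (Spearman 0.0975). The alternative that moved these most, at least 10 counts in every library, gave 0.298 for days 0 and 21. Of the 4356 genes called at day 0, 2351 (54.0%) had the same sign at day 7 and 3213 (73.8%) at day 21 by label. Of the 153 genes called on both day 0 and day 7, 91 changed in the same direction and 62 in opposite directions.

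Injury changed more genes than genotype did. In wild type 7468 genes were called between days 7 and 0, 4098 higher and 3370 lower at day 7, and in knockout 7450, 3929 higher and 3521 lower. The libraries of the days did not overlap in 79.6% of genes in wild type and 76.1% in knockout, where chance gives 33.3%. A required fold change moved the wild-type count most, to 3665. In wild type Ddah1 rose by 4.203, Cthrc1 by 5.17 and Zcchc5 by 5.19, and Gstm1, Fxyd3 and Gadd45b changed by -2.46, -3.42 and -2.21, with edgeR adjusted p from 1.16e-07 to 2.54e-07. In knockout Cthrc1 rose by 7.28, Cacng1 by 6.95 and Dclk1 by 4.06, and Abca8a fell by 3.15, Bche by 2.89 and Chrdl2 by 3.13, with edgeR adjusted p from 3.88e-08 to 9.07e-08. Cthrc1 went from 4.48 ± 0.251 to 161 ± 6.05 CPM in wild type and from 0.904 ± 0.0751 to 141 ± 23.03 CPM in knockout.

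Between days 21 and 0, by label, 5704 genes were called in wild type, 3238 higher and 2466 lower, and 4930 in knockout, 2689 higher and 2241 lower. No overlap was seen in 69.9% and 68.2% of genes, where chance gives 33.3%. In the libraries labelled wild type Atp7a rose by 1.96, Prox1 by 2.02 and Zhx3 by 1.72, and Fxyd3 fell by 2.38, Bcas1 by 2.10 and Art3 by 1.29, with edgeR adjusted p from 6.69e-06 to 1.70e-05. In those labelled knockout Cthrc1 rose by 4.44, Nr1d1 by 2.65 and Crispld1 by 2.13, and Ech1 fell by 1.56, Art3 by 1.47 and Aspa by 1.71, with edgeR adjusted p from 3.86e-06 to 1.07e-05. Of the list genes 265 were called in wild type and 317 in knockout at day 7, and 217 and 225 at day 21 by label. Adjusted over the list alone these counts were 268, 327, 235 and 250.

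The response to injury was similar in direction in both genotypes. Across genes the log2 fold changes of day 7 correlated with Pearson 0.526 and Spearman 0.609, and those of day 21 by label with 0.260 and 0.447. With at least 10 counts in every library the Pearson values rose to 0.770 and 0.588. Of the 4989 genes called in both genotypes at day 7, 4811 changed in the same direction, and of the 3017 at day 21 by label, 2915 did.

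The change after injury itself was compared between genotypes. At day 7 the interaction was called in 2141 genes, 966 with a more positive change in knockout and 1175 with a more negative one. This count ranged from 1095 with a required fold change to 3887 in a fit of the day 0 and day 7 libraries alone. The 6 genes taken by the rule were Nr1d1, Crabp1, Ccl2, Abca8a, Myh14 and Atp7a, with edgeR adjusted p from 9.72e-05 to 0.000340. Nr1d1 fell from 339 to 148 ± 4.21 CPM in wild type between days 0 and 7 and rose from 42.6 to 136 ± 1.38 CPM in knockout, an interaction of 2.87 (SE 0.165, edgeR adjusted p 9.72e-05). Crabp1 fell from 52.1 ± 3.69 to 3.48 ± 0.0894 CPM in wild type and rose from 5.03 ± 0.450 to 15.6 ± 1.90 CPM in knockout. At day 21, by label, the interaction was called in 759 genes, 351 more positive and 408 more negative, with Nr1d1 first at 2.97 (SE 0.165, edgeR adjusted p 7.07e-05). Of the list genes 141 were called at day 7 and 43 at day 21, and 177 and 81 when adjusted over the list alone.

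The lists were tested for a shift relative to the other genes. Of the 144 pairs of list and comparison, 60 had a camera adjusted p-value under 0.05: 10 at day 0, 12 at day 7, 10 at day 21, 7 averaged, and 11 and 10 in the interactions. With the correlation estimated per list 0 passed, with 17 at an unadjusted p-value under 0.05, so the calls rest on the preset correlation. With fry 29 passed, 23 of them among the 60 and in the same direction. These were the ribosomal protein, cell cycle, NF-kB, sterol, TGF-beta and red blood cell lists at day 0, the glycolysis and NF-kB lists at day 7, the TGF-beta list at day 21, and the quiescence, cell cycle and ribosomal protein lists averaged over days. In the day 7 interaction they were the cell cycle, myogenic differentiation, sterol, ribosomal protein, NRF2, NF-kB and TGF-beta lists, and in that of day 21 the NF-kB, TGF-beta, fibro-adipogenic and red blood cell lists. The other 6 were past 0.05 with fry and not with camera. They were p53 targets at day 0 (lower, fry adjusted p 0.0106), at day 7 and in both interactions (higher, fry adjusted p 0.0106, 0.00787 and 0.0154), and the fibro-adipogenic list at day 0 (lower, fry adjusted p 0.00847) and in the day 7 interaction (higher, fry adjusted p 0.0154).

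Genes of cytosolic ribosomal proteins were lower in knockout on every day: all 76 at day 0 with a median of -0.97 (camera adjusted p 3.78e-49), 75 of 76 at day 7 with a median of -0.17 (camera adjusted p 4.97e-06) and all 76 at day 21 by label with a median of -0.40 (camera adjusted p 6.50e-30). Their direction was the same under every scaling tried, and the smallest shift at day 0 was -0.75, with the offset for GC content and length. At day 21 the median was -0.24 without replicate 2 labelled knockout. Many of these genes have near-identical copies, so their counts are uncertain. Cell cycle genes were lower in 31 of 34 at day 0, with a median of -1.35 (camera adjusted p 5.86e-10), and in 30 of 34 at day 21 by label, with a median of -0.64 (camera adjusted p 6.03e-09). At day 7, when they were at their highest in both genotypes, their median was 0.06 (camera adjusted p 0.855). On log2 TPM the day 0 median was -0.54, and at day 21 it was -0.12 without replicate 2 labelled wild type. The quiescence list had a lower median in knockout at days 0 and 7, and at day 21 by label. The medians were -0.26, -0.29 and -0.32 (camera adjusted p 0.0249, 0.000118 and 9.39e-06), with 16, 16 and 22 of the 25 genes lower. With fry this list did not pass on any single day. Without replicate 2 of knockout the day 7 median was -0.15, and without replicate 2 labelled knockout that of day 21 was -0.11.

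**Figure D4:**
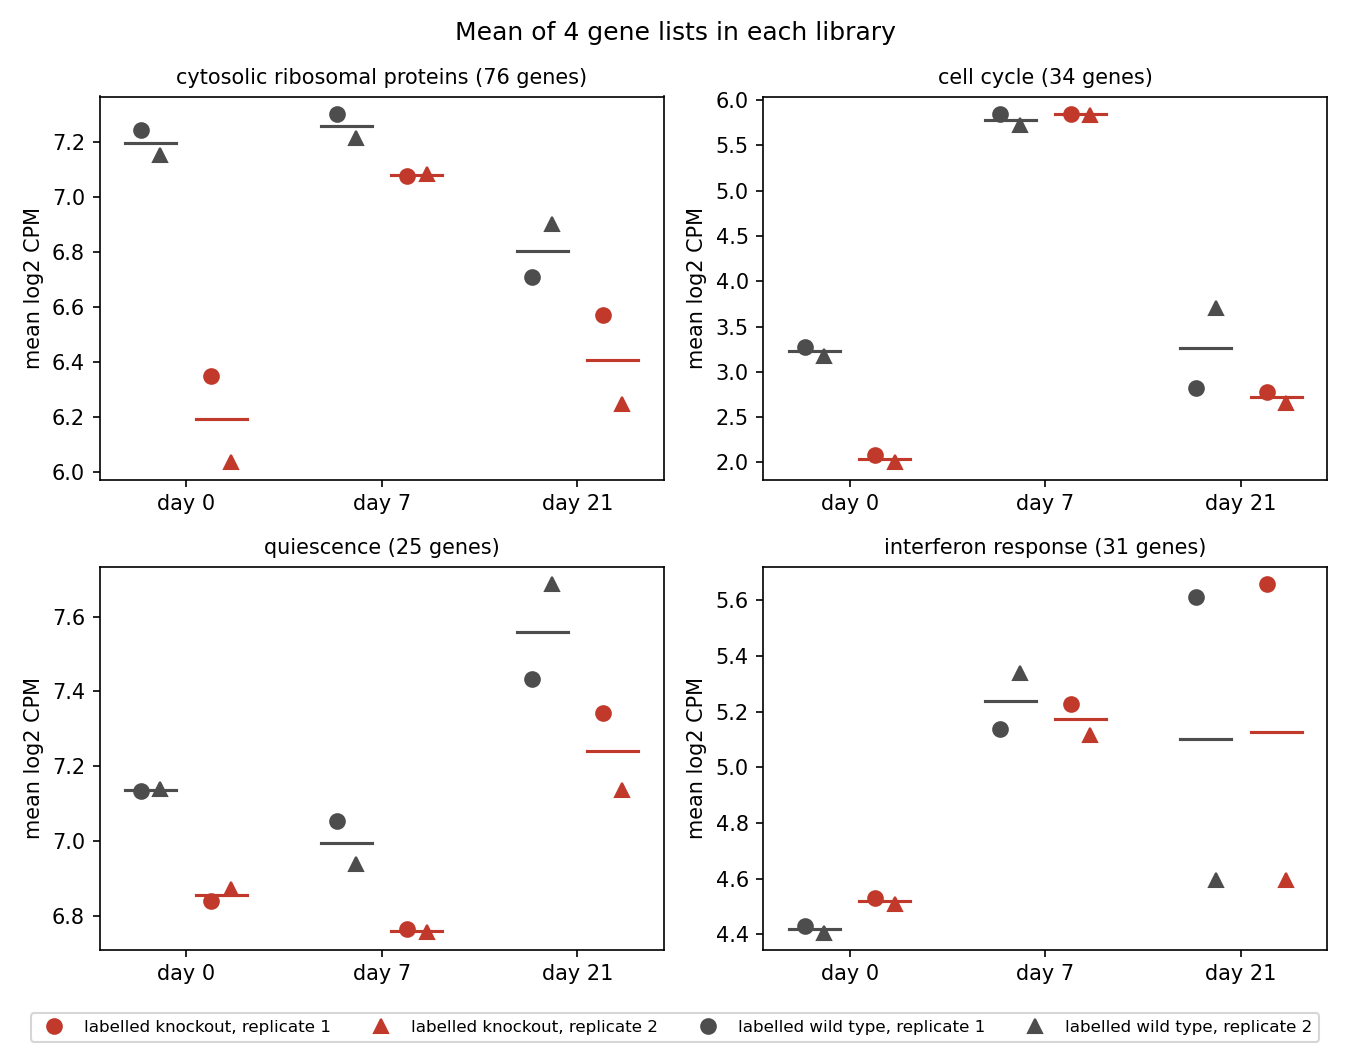
Mean log2 CPM per library of the genes of 4 lists (cytosolic ribosomal proteins, 76 genes; cell cycle, 34; quiescence, 25; interferon response, 31) by day and genotype label, 1 point per library with a dot for replicate 1 and a triangle for replicate 2. At day 21 the interferon list is at 5.66 and 5.61 in both replicate 1 libraries and at 4.596 and 4.595 in both replicate 2 libraries.

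Several pathway lists moved differently on days 0 and 7. NF-kB and inflammation genes had a median of -0.27 at day 0 (camera adjusted p 7.62e-05) and 0.29 at day 7 (camera adjusted p 0.000869), with an interaction median of 0.65 (camera adjusted p 2.93e-08). NRF2 targets had medians of -0.24 and 0.19 (camera adjusted p 0.0198 and 0.00261). The sterol list was lower at day 0 with a median of -0.31 (camera adjusted p 0.00121), and the TGF-beta and matrix list with -0.24 (camera adjusted p 0.0164), while the latter was higher by 0.23 at day 21 by label (camera adjusted p 0.00288). Oxidative phosphorylation genes were lower at day 0 and at day 21 by label, with medians of -0.23 and -0.24 (camera adjusted p 0.00411 and 1.69e-09). The day 0 median of that list became 0.04 with the offset for GC content and length and -0.13 without replicate 2 of knockout, so its direction depends on the correction. The day 21 median was -0.05 without replicate 2 labelled wild type. At day 7 myogenic differentiation (0.54), ATF4 targets (0.26) and glycolysis (0.22) were higher in knockout, with camera adjusted p of 0.000116, 0.000231 and 0.000118. Without replicate 1 of wild type the first was 0.31, and without replicate 1 of knockout the third was 0.12. Lysosome genes were higher by 0.12 at day 21 by label (camera adjusted p 0.0111), and by 0.01 without replicate 2 labelled wild type. FOXO targets, p53 targets, interferon response and dissociation stress passed with camera in 0 of the 6 comparisons. Their smallest unadjusted p-values were 0.332, 0.0248, 0.573 and 0.340, and p53 targets alone had any under 0.05, in 2 comparisons. With fry, p53 targets passed in 4 comparisons, with medians of -0.05 at day 0, 0.08 at day 7, and 0.13 and 0.10 in the interactions.

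Lists of markers of other cell types describe what else the sorted cells may have contained. Red blood cell transcripts were lower in all 7 tested at day 0, with a median of -2.58 (camera adjusted p 8.01e-06), from a mean log2 CPM of 5.31 and 5.38 in wild type to 2.29 and 2.14 in knockout. At day 7 their median was -0.71 (camera adjusted p 0.0164). Smooth muscle and pericyte markers were higher at day 0 with a median of 0.53 and at day 7 with 0.33 (camera adjusted p 0.0199 and 0.00110). Macrophage and endothelial markers were lower at day 7, with medians of -0.49 and -0.58 (camera adjusted p 0.00567 and 0.00868), and higher at day 21 by label, with 0.41 and 0.69 (camera adjusted p 0.0372 and 0.000167). The day 7 values rested on single libraries: without replicate 2 of knockout the macrophage median was 0.10, and without replicate 2 of wild type the endothelial median was 0.14. Without replicate 1 of knockout the smooth muscle median was 0.06 and the red blood cell median -0.24. The macrophage median of day 21 was 0.66 without replicate 2 labelled wild type and 0.29 without replicate 1 labelled knockout. On the batch-corrected values it was 0.13. Myofibre markers were higher by 0.50 at day 7 and by 0.78 at day 21 by label (camera adjusted p 4.55e-05 and 7.41e-10), the former by 0.10 without replicate 1 of knockout. Fibro-adipogenic markers passed with camera in the day 21 interaction alone, with a median of 0.41 (camera adjusted p 0.0132), which was 0.22 without replicate 1 and 0.24 without replicate 2 labelled wild type. With fry they also passed at day 0, with a median of -0.33, and in the day 7 interaction, with 0.21. Schwann cell markers and T and B cell markers passed in 0 comparisons, with smallest unadjusted p-values of 0.135 and 0.243.

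Genes near the targeted loci were compared with the rest, because sequence carried along with a knocked-out allele can change its neighbours. Of 159 tested genes within 100 annotated genes of Sesn1 or Sesn2, 47 were called in a genotype comparison, against 4958 of the 15729 others (odds ratio 0.912, 95% interval 0.633 to 1.29, Fisher's exact test, two-sided, p 0.668). With 50 genes on either side the odds ratio was 0.665 (Fisher's exact test, two-sided, p 0.149), and with 200 it was 0.902 (Fisher's exact test, two-sided, p 0.447).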

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

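In this part the tests of a lasting effect on the clock and of a low spread at day 0 were chosen only after their results were seen. The change after injury differed between the genotypes in 2141 genes at day 7, by a test of the difference itself, and it is listed here for that reason. By the edgeR interaction term the log2 difference was 2.87 for Nr1d1, 5.53 for Crabp1, 2.37 for Ccl2, -1.93 for Abca8a, -4.00 for Myh14 and -1.58 for Atp7a, with edgeR adjusted p from 9.72e-05 to 0.000340. Nr1d1 and Crabp1 fell in both wild-type libraries and rose in both knockout libraries. Of the 24 lists, 11 shifted, and all 11 upward: cell cycle, myogenic differentiation, sterol synthesis, ATF4 targets, glycolysis, oxidative phosphorylation, ribosomal proteins, NRF2 targets, NF-kB, TGF-beta and myofibre markers. The oxidative phosphorylation shift of 0.26 became 0.0032 with the offset for GC content and length. The genotypes differed in 4356 genes at day 0 and in 280 at day 7, and the interaction is the difference of these comparisons, so whatever set the day 0 groups apart enters it.

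Several technical explanations were tested. A low spread between the day 0 libraries might have made small differences pass: between the 2 libraries of a group, chi-square per degree of freedom was 8.90 in wild type and 13.1 in knockout at day 0, and up to 108 in the libraries labelled wild type at day 21. Over all genes, however, the Pearson correlation of log2 CPM between day 0 libraries of different genotype was at most 0.944, below the lowest within any group, 0.966 in the libraries labelled wild type at day 21. Differences larger than the spread of the noisiest group argue against a low spread as the whole cause. Of the 2141 calls, 1095 had a difference of at least 1 on the log2 scale. An offset for GC content and length left 3807 calls at day 0, of which 3121 were among the 4356. In the day 7 interaction it left 1549 calls, of which 1255 were among the 2141, and all 2141 kept their direction. A trend with GC content or length is thus unlikely to be the whole cause, but a part of the interaction calls depends on this correction. Fibro-adipogenic cells in the wild-type day 0 libraries would bring all of their abundant transcripts. All 16 markers of that list were tested and so were expressed here, and 3 are also in another list. Their day 0 median was -0.33. Of the most abundant, Col1a1 went from 7117 to 2408 CPM (log2 -1.56, edgeR adjusted p 0.00176), Dcn from 7379 to 5665 CPM (-0.38, edgeR adjusted p 0.315) and Gsn from 7209 to 8441 CPM (0.23, edgeR adjusted p 0.485). Of the less abundant, Col3a1 changed by -0.60 (edgeR adjusted p 0.0892), Dpt by -1.49 (edgeR adjusted p 0.0123) and Pi16 by -1.88 (edgeR adjusted p 0.00522), so all 3 called markers of the list were lower in knockout. In all, 10 of the 16 were lower and 6 higher, among the latter Pdgfra by 0.64 (edgeR adjusted p 0.231) and Fbn1 by 0.45 (edgeR adjusted p 0.249), and with fry the list was lower (fry adjusted p 0.00847). A share of such cells cannot be told apart from lower expression in the stem cells, because the knockout libraries also hold the most abundant of these transcripts at high levels, which would hide a small share. Total counts per library overlapped between the genotypes at day 0.

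A difference in collection time or batch between the day 0 groups cannot be told apart from genotype. The labels give neither, and each day 0 group holds 2 libraries. The batch-corrected values gave 5685 calls at day 0, with 3830 of the 4356 among them. The batch removed from those values is not named, so they cannot decide the question. All 10 clock transcripts examined differed at day 0 in the way a shift of phase would give, with a median of 1.07 in that direction and 6 called. On the log2 scale Nr1d1 changed by -2.99, Dbp by -4.23, Npas2 by 2.93 and Clock by 0.67. A lasting effect of the knockout on the clock was looked for at day 7. There the median in the day 0 direction was -0.0925, and 3 of the 10 went the same way. However, some of these transcripts had moved in wild type by day 7 to near their knockout level of day 0. In wild type Dbp went from 75.3 and 77.5 CPM at day 0 to 8.85 and 6.47 CPM at day 7. In knockout it was at 3.83 and 4.31 CPM at day 0. Nr1d1 stayed higher, at 151 and 145 CPM in wild type at day 7, and changed by -0.12. Where wild type had already moved, a knockout effect had little room to show, so the test cannot decide on a lasting effect. At day 21 the mean deviation of the 10 clock transcripts was -0.22 and -0.37 in both replicate 1 libraries. It was 0.29 and 0.30 in both replicate 2 libraries, labelled knockout and wild type in that order each time. The Pearson correlation across genes of the day 0 difference with the difference of the replicate numbers at day 21 was -0.0834, so the rest of the day 0 pattern was not seen there. An hour of collection that differed between the day 0 groups remains a candidate explanation for the clock transcripts and perhaps for more of the day 0 calls. An effect of the knockout in resting cells that injury removes also remains, untested.

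At day 21, by label, the interaction was called in 759 genes, again by a test of the difference itself. The log2 difference was 2.97 for Nr1d1, 1.89 for Ccl2, 2.31 for Ccl7, -2.72 for Pde5a, -1.43 for Cpt1a and -9.61 for Zfp445, with edgeR adjusted p from 7.07e-05 to 0.00296. Zfp445 had 0 counts in both wild-type day 0 libraries and 4.10 and 4.09 CPM in knockout, so its fitted value depends on the prior count and is no bound. Of the 24 lists, 10 shifted, all upward: cell cycle, myogenic differentiation, sterol synthesis, ribosomal proteins, NRF2 targets, NF-kB, TGF-beta, fibro-adipogenic, myofibre and red blood cell lists. The cell cycle median of 0.43 was 0.10 without replicate 1 and 0.94 without replicate 2 labelled wild type. The explanations weighed for day 7 apply here, since the same day 0 libraries enter. The labels of the day 21 libraries are in doubt as well, so no direction at day 21 can be given to a genotype.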

How the results depend on the processing

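Of the alternatives, 3 were chosen after seeing the data: an offset for GC content and length, a fit of the day 0 and day 7 libraries alone, and fits of single comparisons for the targeted genes. Unless a value or the construction of an alternative shows otherwise below, the cause of a change was not tested. Counts of calls stayed within 1.5 times the reported count in 92 alternative values and moved further in 41, and over the fits that left out 1 library they stayed within it in 50 and moved further in 14. Called genes kept their direction in 99.9% to 100% of cases in fits that left a compared group with 1 library, where no calls were counted.

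The count at day 0 ranged from 1495 to 7317 over the alternatives and from 3852 to 5166 over the fits leaving out 1 library each. The injury counts ranged from 3665 to 9035 and from 1951 to 6786 in wild type at days 7 and 21, and from 3709 to 8497 and from 1652 to 6043 in knockout. Leaving out 1 library gave 6969 to 7970, 5074 to 5928, 6962 to 7980 and 4320 to 5615. A required absolute log2 fold change of at least 1, which keeps a subset by construction, gave 1495 at day 0, 89 at day 7, 331 averaged over days, 3665, 1951, 3709 and 1652 for injury in that order, and 1095 and 454 in the interactions at days 7 and 21.

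The fit of the libraries of 1 comparison alone, with fewer libraries to estimate the spread, gave 7317 calls at day 0, 429 at day 7, 0 at day 21 (901 at an unadjusted p-value under 0.05), and 3887 and 357 in the interactions. At day 7, 193 of the 280 calls were among the 429. The fit of days 0 and 7 alone gave 1169 at day 7, with all 280 among them. DESeq2 gave 796 at day 7, 470 at day 21 and 1656 in the day 21 interaction. The batch-corrected log2 values gave 921, 250 and 2131 in the same order, and 3385 in the day 7 interaction. Values of log2 TPM with a pseudocount of 1 gave 138 at day 7 and 1356 and 374 in the interactions. With a pseudocount of 0.1 these were 110, 1334 and 352, with 0 at day 21 (1845 at an unadjusted p-value under 0.05). With no filter on TPM they were 101, 1096 and 377, with 14 at day 21 and 1599 averaged over days. The offset for gene length gave 166 at day 7, 0 at day 21 (2072 at an unadjusted p-value under 0.05) and 458 in the day 21 interaction. At day 21 no filter gave 57, at least 10 counts in every library 23, and the offset for GC content and length 28.

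Leaving out 1 library gave 117 to 619 calls at day 7: 117 without either wild-type day 0 library, 133 and 132 without knockout day 0 replicates 1 and 2, and 608 and 619 without replicates 1 and 2 labelled wild type at day 21. The day 21 comparison gave 0 to 3: 0 without any 1 of the day 0 or wild-type day 7 libraries, with 1914 to 2363 at an unadjusted p-value under 0.05 over all 8 fits, and 3 without knockout day 7 replicate 1. In the interactions it gave 2324 to 2852 at day 7 and 386 to 714 at day 21, where the 2 lowest, 386 and 401, came without wild-type day 7 replicates 1 and 2.

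The replicate number was added as a block. Across genes, deviations from the group means correlated between same-numbered libraries with 0.0412, -0.143 and 0.0700 at days 0, 7 and 21, so over all genes no pairing shows, although at day 21 Sesn2, the clock transcripts and the interferon list divide by replicate number. With the block the counts were 4080, 204 and 1 at days 0, 7 and 21, 2506 averaged, 7204, 5334, 7234 and 4608 for injury, and 1795 and 515 in the interactions. Sesn2 at day 0 was at -3.73 (edgeR adjusted p 0.0446, with 2.94e-06 to 0.1304 over the alternatives), and camera called 61 pairs with the 60 reported among them.

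Sesn2 at day 0 also passed 0.05 with DESeq2 (-3.69), the batch-corrected values (-3.66), the day 0 libraries alone (-3.70), days 0 and 7 alone (-3.70), and without any 1 day 21 library. Its values ranged from -3.86 to -3.50 without 1 library. At day 7 Sesn2 passed with DESeq2 (-4.42), the batch-corrected values (-3.82), the day 7 libraries alone (-4.42) and days 0 and 7 alone (-4.42). Averaged over days it no longer passed with no filter (-2.57, edgeR adjusted p 0.0911, with 0.000424 to 0.0911 over the alternatives), and ranged from -3.43 to -1.79 without 1 library, the lowest without replicate 2 labelled knockout at day 21 and the highest without replicate 2 labelled wild type. By label, Sesn2 at day 21 ranged from -2.2005 to 2.73, and its sign reversed to -2.2005 without replicate 2 labelled knockout and to -0.473 without replicate 1 labelled wild type. Sesn1 at day 0 passed with the batch-corrected values (-0.69) and in the fits of day 0 alone (-0.62) and days 0 and 7 alone (-0.62). At day 7 it did not pass with no filter (-1.58, edgeR adjusted p 0.0534, with 1.60e-06 to 0.0534 over the alternatives that keep all libraries) and ranged from -1.76 to -1.42 without 1 library. Sesn1 at day 21 ranged from -0.55 to 0.32, with the sign reversed to 0.129 without replicate 1 labelled knockout and to 0.316 without replicate 2 labelled wild type.

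Sesn3, which changed little, reversed at day 0 to 0.126 without knockout replicate 1 and 0.0139 without wild-type replicate 2, in a range of -0.422 to 0.126. Averaged over days it reversed to -0.00112 with at least 10 counts in every library, and to -0.0935, -0.0360, -0.0206, -0.0308, -0.00979 and -0.0881 without single libraries, in a range of -0.0935 to 0.131. Vegfa at day 0 reversed to 0.0560 and 0.0567 on log2 TPM with a pseudocount of 1 and 0.1, and to 0.0560 with no filter. Of the other named genes, 127 values were weaker over the alternatives and 1808 the same. Without single libraries 64 were weaker and 63 moved, and 1781 were the same. Values of log2 TPM with no filter changed most, 36 of 159, and DESeq2 changed 0 of 159.

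With the correlation estimated per list 0 pairs passed (17 at an unadjusted p-value under 0.05), and with fry 29. With these and the other alternatives of the list tests on all libraries 0 of the 60 pairs changed direction, and each fit leaving out 1 library covered 22 to 33 of them. The list medians did change sign in 3 pairs: oxidative phosphorylation at day 0 to 0.04 with the offset for GC content and length, macrophage markers at day 7 to 0.10 without replicate 2 of knockout, and endothelial markers at day 7 to 0.0088 without replicate 2 of knockout and 0.14 without replicate 2 of wild type. Adjusted over the list alone, 27 list genes were called at day 7, 4 at day 21 and 81 in the day 21 interaction. Most correlations of fold changes rose where low counts weighed less, while that of days 0 and 7 went from 0.0730 to 0.0674 with at least 10 counts in every library. With a prior count of 2 they were 0.168 for days 0 and 21, and 0.639 and 0.352 for injury at days 7 and 21. With at least 10 counts in every library they were 0.298, 0.770 and 0.588, and 0.118 for days 7 and 21. The lowest correlation within a group was 0.982 on log2 TPM and 0.995 on the batch-corrected values, where the highest between genotypes was 0.996.

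On log2 TPM the median of all genes shifted by 0.24 and 0.28 in wild type at day 7 with a pseudocount of 1 and 0.1, by 0.12 and 0.14 in knockout at day 7, and by 0.11 with a pseudocount of 0.1 in wild type at day 21. The share of injury calls that rose in wild type at day 7 was 69.7% there against 54.9% in the counts, and the share with a more positive day 21 interaction was 63.9% against 46.2%. Low counts limit folds: of the 1495 calls of at least 2-fold at day 0, 307 have a genotype at or under 3 counts.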

Other observations

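In this part the tests of transcripts that follow the labels, of a change of Sesn1 and Sesn2 expression alone, of a sequence variant near Sesn2 and of a dependence of mitochondrial transcripts on the alleles were chosen only after their results were seen. The genotype labels were exchanged between libraries within days. Of 60 divisions, drawn from 108 and with the labelled one among them, 1 gave as many calls averaged over days as the 2843 of the labels, namely the labelled one. The highest of the others gave 1944 and their median was 1. The division that Sesn2 points to was not among the 60 drawn. It keeps days 0 and 7 as labelled and takes both replicate 1 libraries of day 21 as knockout. These counts therefore do not set the labels against it. Of the same 60 divisions, 48 gave at least as many lists past 0.05 as the 7 of the labels, with a median of 8 and a maximum of 14 in the others. The number of lists past the camera threshold therefore carries no evidence for the genotypes averaged over days.

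The conflict between Sesn2 and the labels at day 21 was examined with each division of the 4 libraries into pairs. The labels gave 2 calls, with 2259 genes at an unadjusted p-value under 0.05. A division by replicate number, which is how Sesn2 falls, gave 146 calls, 90 and 56 each way, with 1998 at an unadjusted p-value under 0.05. The third division gave 49 calls, with 1101. An exchange of labels between replicate 2 labelled knockout and replicate 1 labelled wild type would put the replicate number first. The calls did so, with 146, but at an unadjusted p-value under 0.05 the labels came first, with 2259 against 1998. These counts therefore do not decide on an exchange. A change of Sesn1 and Sesn2 expression alone would leave other transcripts with their labels. At a log2 fold change of at least 2 on both days, a threshold chosen after several had been viewed, 17 transcripts separated the genotypes on days 0 and 7, and 6 besides Sesn2 could be read at day 21. Of these, 4 followed the replicate number as Sesn2 does, namely Gm10036, Gm10282, Gm20379 and Ly6d. Krt79 went against the labels. Gm28438 was lower by label, at 10.9 and 3.84 CPM in the libraries labelled knockout and 17.3 and 17.4 CPM in those labelled wild type, but it had 0 counts in all 4 knockout libraries of days 0 and 7, so neither library labelled knockout was like those. The median of the 6 by replicate number was 3.91 in the direction of days 0 and 7, which argues against a change of Sesn1 and Sesn2 alone.

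Smaller differences pointed the other way. Among 490 genes that differed alike on days 0 and 7 in a fit of those libraries, the median day 21 difference by label, in the direction of days 0 and 7, was 0.229. By replicate number it was -0.0923 and by the third division -0.0522. Setting aside 6 genes whose values tied, 183 of these genes followed the labels and 14 opposed them, while 62 followed and 139 opposed the replicate number. Of 16 genes of at least 2 on the log2 scale, 6 tied with 0 counts in at least 3 of the 4 libraries, 1 followed and 1 opposed the labels, 4 followed and 1 opposed the replicate number, and 3 opposed the third division. The median of these 16 genes was 0.595 by label, 1.14 by replicate number and -0.882 by the third division. Of 42 genes of at least 1 on the log2 scale, 9 followed and 2 opposed the labels, with a median of 0.361. By replicate number 9 of these 42 followed and 4 opposed, with a median of 0.187. The median of 0.229 goes with the labels and not with an exchange of whole libraries. However, 1 of the 3 divisions of 4 libraries must come first, and the genes are not independent. That median therefore cannot decide against an exchange. Neither the labels as given nor the exchange accounts for both sets of transcripts, and the conflict stays open. No library was moved and no genotype comparison was made with other groups.

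Some of the strongest separators are near copies of other genes, whose reads the counting may split. Gm10282 (ENSMUSG00000070713, GRCm38 chromosome 8, 72304110 to 72305260) is 99.31% identical over 1151 bases to Hmgn2. It was at 20.0 and 27.3 CPM in knockout and 2.81 and 1.90 CPM in wild type at day 0, and at 101 and 104 CPM in knockout and 4.19 and 4.22 CPM in wild type at day 7. At day 21 it was at 24.1 and 0.315 CPM in replicates 1 and 2 labelled knockout and at 24.4 and 1.07 CPM in those labelled wild type. Gm20379 is 92.49% identical to Hmgn2, and Gm10036 (GRCm38 chromosome 18, 15832794 to 15833327) is 99.25% identical to Rpl11. Gm28438, which was lower by label at day 21, is 99.71% identical over 345 bases to mt-Nd3 of the mitochondrial genome. The counting may split their reads, so Gm28438 is uncertain as a transcript that follows the labels. Hmgn2 and Rpl11 lie on chromosome 4, 1.47 and 3.54 megabases from Sesn2. Of 6 near copies among the strong separators, 3 thus copy genes within 4 megabases of Sesn2, where 0.944% of the tested genes lie. Of the counts of Hmgn2 and its 2 copies together, the copies took 15.6% (Wilson 95% interval 14.6% to 16.6%) and 20.4% (19.3% to 21.7%) in knockout at day 0, 18.1% (17.7% to 18.6%) and 17.9% (17.4% to 18.4%) in knockout at day 7, and 16.3% (15.3% to 17.3%) and 16.3% (15.4% to 17.2%) in replicate 1 labelled knockout and wild type at day 21. In the other libraries they took from 0.418% (0.264% to 0.659%) to 0.945% (0.772% to 1.16%). Hmgn2 itself went from 132 and 125.3 CPM at day 0 to 544 and 561 CPM at day 7 in knockout, so the copies rose with it, as a split of its reads would give. For Rpl11 the share in knockout at day 0 was 11.1% (9.64% to 12.9%) and 24.3% (21.6% to 27.3%), further apart. In knockout at day 7 it was 12.5% (11.4% to 13.6%) and 12.24% (11.04% to 13.6%), and in replicate 1 labelled knockout and wild type at day 21 it was 14.6% (12.9% to 16.4%) and 12.97% (11.7% to 14.4%). In the other libraries it was from 0% (0% to 0.104%) to 0.182% (0.0776% to 0.425%). A sequence variant carried near the knocked-out Sesn2 allele that sends reads to copies elsewhere is a candidate explanation. It cannot be told apart from a change in expression of the copies that follows the source genes, because only 2 source genes are involved, the window was drawn after they were seen, and no reads were analysed here.

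Transcripts of the mitochondrial genome were lower in the libraries labelled knockout on all 3 days. Their share of counts at day 0 was 1.71% (Wilson 95% interval 1.71% to 1.72%) and 1.45% (1.45% to 1.46%) in knockout and 2.39% (2.38% to 2.39%) and 2.21% (2.20% to 2.21%) in wild type. At day 7 it was 0.558% (0.556% to 0.560%) and 0.80% (0.797% to 0.803%) in knockout and 0.958% (0.955% to 0.961%) and 0.968% (0.965% to 0.971%) in wild type. At day 21 it was 1.05% (1.04% to 1.05%) and 0.978% (0.9749% to 0.982%) in the libraries labelled knockout and 1.37% (1.36% to 1.37%) and 1.4999% (1.496% to 1.504%) in those labelled wild type. The mean difference was -0.472 percentage points (exact permutation test within days, two-sided, 216 relabelings, p 0.00926, the smallest these can give). As to library size, the libraries labelled knockout had the lower mean total count on 3 of 3 days, so size would explain their lower share only if larger libraries had larger shares. The larger library of a group had the larger share in 1 of the 6 groups and the smaller share in 5, which goes the other way, but 2 libraries per group cannot settle it. If the shares depended on the Sesn1 and Sesn2 alleles, replicate 1 would be expected below replicate 2 at day 21. That difference was -0.0311 percentage points, against -0.421 by label, and with 4 libraries whose labels are in doubt it cannot be told apart from other differences between the animals. The cell number, the sort and the animal are not in the labels, and a genotype effect stays open.

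Genes of the interferon response list had a mean log2 CPM of 5.66 and 5.61 in both replicate 1 libraries of day 21, and of 4.596 and 4.595 in both replicate 2 libraries, labelled knockout and wild type in that order. In the other libraries the list lay between 4.41 and 5.34. In the deposited batch-corrected values Sesn2 at day 21 was at 9.65 and 11.19 in replicates 1 and 2 labelled knockout and at 10.10 and 9.81 in those labelled wild type. The differences between replicates correlated across genes between the genotypes at day 21 with -0.754 in those values and with 0.0700 in log2 CPM. The SD of the difference between the libraries labelled wild type at day 21 was 0.833 in log2 CPM and 0.1801 in the batch-corrected values.

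Of the transcripts of the Y chromosome, Ddx3y and Eif2s3y had at most 4 counts in a library, Uty had 2 to 14 and Kdm5d 63 to 108. Fewer than 5 sex-linked genes passed the filter on low counts, so this list was not tested.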
